A study of Mus musculus with 4 samples. Its data were reported in "A TAD boundary is preserved upon deletion of the CTCF-rich Firre locus" (2018).

How the data were processed

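Hi-C was measured in wild-type (WT) and Firre knockout (KO) male mouse embryonic stem cells (mESCs), with 2 libraries in each of 2 groups. Per the labels, both libraries of a group belong to the same matrix, so each group was represented by 1 pooled matrix and had no replicate to compare. According to the study's methods, the mESC libraries were technical duplicates, and chromatin was cut with HindIII. The methods name feeder fibroblasts, depleted before use, for the Firre KO culture and not for the WT culture. A figure legend of the study likewise names feeders for the Firre KO cells only. A sentence of the study's results, in contrast, describes both as grown on feeder cells. The methods give the WT cells as the N3 line and do not say whether the Firre KO cells came from it. By the methods and the legend, genotype and culture therefore differed together between the groups, and cell line can have differed as well.

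The authors pooled the libraries of a group and mapped the reads to the mm9 mouse genome. The reads were filtered and binned at 40 kb, and the matrix was corrected by iterative correction, with HiC-Pro 2.7.8. The deposited values are a contact signal per pair of bins in which all kept bins of a matrix have the same total. A corrected matrix of this kind cannot show a deletion by itself, because a bin with few reads is scaled up to the same total. The bin tables of both groups held the same 66382 bins. Their chromosome lengths were compared with the mm9 reference sequence before coordinates were used, and all coordinates are given in mm9, counted from 1. Gene positions came from the GENCODE annotation of the same build, in which Firre is listed as 6720401G13Rik and Dxz4 as 4933407K13Rik.

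Each corrected value is a whole number of read pairs multiplied by 1 weight for each of its bins. The weights and the read pairs were recovered by fitting, and 100% of the entries of both matrices came out within 0.05 of a whole number. This gave 65611035 read pairs for WT and 46635652 for the matrix labelled Firre KO, over 62678 and 62625 kept bins. The recovered read pairs gave the depth, the check of the deletion and the counting intervals, while the contact maps were analysed from the corrected values.

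Insulation profiles were computed with an own implementation of the insulation method with the study's settings, because the study's script was not used here. The square was 480 kb, the delta span 320 kb and the smoothing 160 kb, the square was summarised by its interquartile mean, and boundaries were called at a strength above 0. Details such as the treatment of bins without values can differ from the study's script. The score is the log2 of the square's mean over the mean of the chromosome. The Firre boundary was the called boundary nearest the middle of the deletion, at most 120 kb from its edges, and the score was read at its lowest value in that window. A boundary was shared if the other matrix had one within 1 bin, and a neighbouring boundary was matched within 80 kb. The level of sharing that chance gives came from 1000 circular shifts. Contacts across the Firre boundary were the mean of observed over expected values over the bin pairs that join the TADs on each side, defined by the WT boundaries, without the bins that overlap the deletion. The expected value was the mean of the chromosome at the same distance. TADs of at most 3 Mb with at least 3 bins, and pairs of TADs with at least 20 bin pairs, served as the background.

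With 1 matrix per group, no significance test was run, and each value is given with a 95% counting interval and its place among like features. Bins, bin pairs and boundaries are not replicates. The intervals came from 200 Poisson draws of the read pairs with the weights held fixed. Drawing new counts around counts that are already noisy moved the interquartile mean of sparse squares. The boundary strength at Firre in the matrix labelled Firre KO was 3.34 as measured and 4.66 as the mean of the draws, and the plain mean of the square moved by 0.02. The spread of the draws was therefore set about the measured value. This step was chosen after the results were seen, because the measured correlation of the profiles lay outside the percentiles of the draws, which ran from 0.631 to 0.672. Intervals of read pairs were exact Poisson intervals and intervals of shares were Wilson intervals. All intervals cover counting error only, since reads without molecular identifiers are not independent molecules. As a further check, each matrix was split at random into 2 parts 20 times. This followed thinning to the same expected number of X chromosome read pairs within 5 Mb, 282212 per part. Both parts of a matrix were built with the weights of the whole matrix.

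For the check of the deletion, the bins that overlap it and 3 bins on each side were counted, and the wholly deleted bin was compared with X chromosome bins that had within 10% as many WT read pairs and lay at least 1 Mb away. The contacts of the bin within 1 Mb were compared in the same way. The ratio of both matrices was computed for each chromosome over bins kept in both, relative to the autosomes, and again for X bins against autosomal bins in the same class of GC content, in steps of 1%, and of HindIII sites, in steps of 2, with at least 50 autosomal bins per class.

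The steps were tested on simulated data. In a simulated matrix of 1200 bins, 100% of the nonzero entries gave back the simulated read pairs. At the X chromosome depth of WT, 90.2% of 92 simulated boundaries were called within 1 bin, and at that of the matrix labelled Firre KO, 93.9% of 115. Contacts across simulated boundaries were lowered to a log2 change of -1. At the first depth they came out at a mean log2 change of -1.00, with an SD of 0.16 over 20 boundaries of the same simulated chromosome. At the second depth the mean was -0.97, with an SD of 0.16 over 20 boundaries of the chromosome simulated at that depth.

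The boundaries named were the Firre boundary, the first boundary on each side, and at most 3 X chromosome boundaries with the largest change of strength among those shared and in the stronger part of WT. This rule, the comparisons and most alternatives were fixed before the data were examined. The alternatives were other square sizes, spans, means and smoothing, uncorrected read pairs, masking or removing the deleted bins, thinning the deeper matrix, other overlap limits, and other definitions of the contact values. Leaving out 1 library could not be done, since the libraries are pooled in the matrices. Interactions with the x75 and ICCE regions were not analysed here, since the methods do not give their mm9 positions. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.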

Results

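Hi-C, which counts ligation events between pairs of genomic regions, was performed in WT and Firre KO male mESCs to ask whether the TAD boundary at the Firre long non-coding RNA locus remains when the locus is deleted. Each group had 2 libraries pooled in 1 matrix, so no difference below has a replicate check, and intervals cover counting error only. The WT matrix held 65611035 read pairs and the matrix labelled Firre KO held 46635652. Read pairs between chromosomes made up 16.1% of the WT matrix and 35.6% of the matrix labelled Firre KO. After correction, contacts within chromosomes made up 83.1% of contacts between bins in WT and 62.6% in the matrix labelled Firre KO, a difference of -20.5 percentage points that was -21.6 from distances of 80 kb.

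The deletion itself was examined first. In mm9, Firre (6720401G13Rik, a lincRNA on the minus strand) lies on the X chromosome from 47908921 to 47988498, inside the deleted interval, and 1 bin of 40 kb, from 47920001 to 47960000, lies wholly within it. This bin was kept in both matrices. It held 1550 X chromosome read pairs in WT and 1144 in the matrix labelled Firre KO. Per 1000000 X chromosome read pairs, these were 1709 (95% interval 1625 to 1796) and 1437 (1355 to 1523). The next bin, of which 75.7% is deleted, held 1156 and 857 read pairs. The wholly deleted bin exceeded the median of the 6 flanking bins 3.77 times in WT and 3.32 times in the matrix labelled Firre KO. Over the bins deleted by more than 50%, the share of X chromosome read pairs had a log2 ratio of -0.25 (-0.33 to -0.16), and the ratio had the other sign, 1.02, for read pairs between chromosomes.

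In a comparison chosen after these counts were seen, with 32 X chromosome bins of like WT depth, the ratio of the matrices at the wholly deleted bin was 0.914 times their median (0.843 to 0.991), and 7 of the 32 had a ratio as low. For read pairs with both ends in the bin, 191 in WT and 98 in the matrix labelled Firre KO, the ratio was 0.817 times the median of 14 such bins (0.640 to 1.04), and 0 of the 14 had a ratio as low. For contacts of the bin within 1 Mb, 658 in WT and 345 in the matrix labelled Firre KO, the ratio was 0.703 times the median of 116 such bins (0.617 to 0.801), and 1 of the 116 had a ratio as low. Between the wholly deleted bin and the next there were 111 read pairs in WT and 93 in the matrix labelled Firre KO. The first bin that overlaps the deletion, of which 28.8% is deleted, and the first bin beyond it were joined by 7 read pairs in WT and 2 in the matrix labelled Firre KO, with observed over expected values of 0.495 (0.199 to 1.02) and 0.225 (0.0272 to 0.812). A complete loss of the interval was thus not seen in the matrix labelled Firre KO, and a loss in a part of the cells was not excluded. Every direction given below compares it with WT under that label, not cells known to be with and without the locus.

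**Figure D1:**
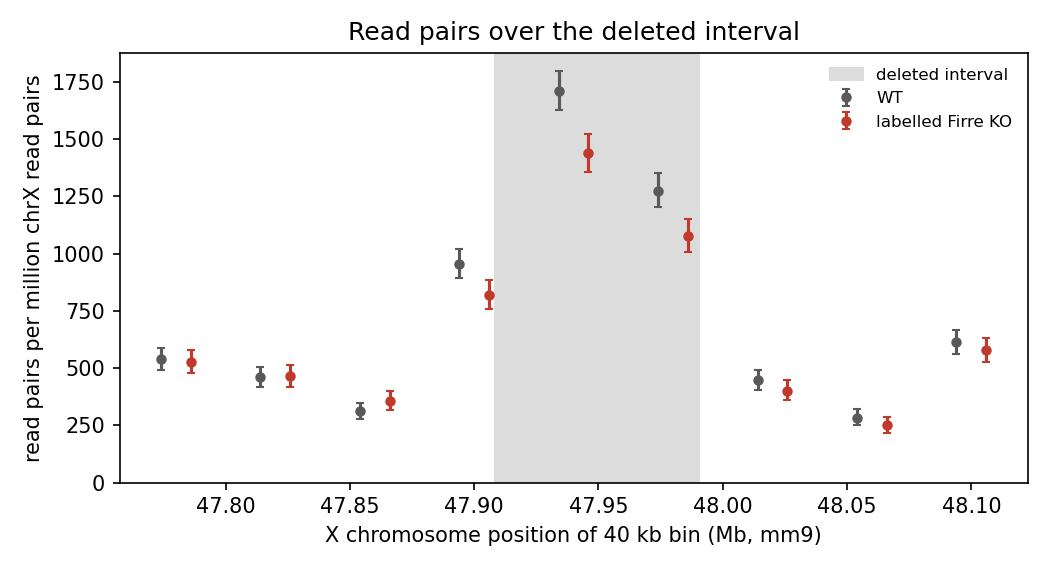
Read pairs per 1000000 X chromosome read pairs (y axis) in each 40 kb bin around the deleted interval (x axis, Mb in mm9), with 95% Poisson intervals, for WT and the matrix labelled Firre KO. Points are shifted sideways for legibility. The wholly deleted bin reached 1709 in WT and 1437 in the matrix labelled Firre KO.

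A TAD boundary was called at Firre in both matrices, in the same bin from 47920001 to 47960000. In 100% of the draws of both, a boundary was called near Firre, between 47880001 and 48000000. Its strength was 1.96 (1.57 to 2.43) in WT, rank 17 of 125 X chromosome boundaries, and 3.34 (2.49 to 4.41) in the matrix labelled Firre KO, rank 3 of 127. The strength differed by 1.38 (0.33 to 2.34). The insulation score at Firre was -0.85 in WT and -1.95 in the matrix labelled Firre KO, a difference of -1.10 (-1.83 to -0.36). The alternative that moved both most was a square of 960 kb, with differences of 2.56 and -2.69, and with the plain mean of the square they were 0.66 (0.20 to 1.14) and -0.54 (-0.87 to -0.29).

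Among 52 X chromosome boundaries shared by both matrices, 3 had a strength difference as large as Firre, which included Firre itself, and the median difference was 0.066. The insulation difference at Firre was the lowest of 125 WT boundaries on the X chromosome. On the autosomes, 210 of 999 shared boundaries had a strength difference at least as large, where the median was 0.66, and 189 of 2197 boundaries had an insulation difference as low. When each matrix was split into 2 random parts with the same expected number of X chromosome read pairs within 5 Mb, the strength at Firre differed by -0.85 to 1.61 between WT parts and by -3.09 to 3.02 between parts of the matrix labelled Firre KO. Parts of different matrices differed by 1.47 to 4.40. At that lower depth, the ranges within and between matrices overlapped.

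**Figure D2:**
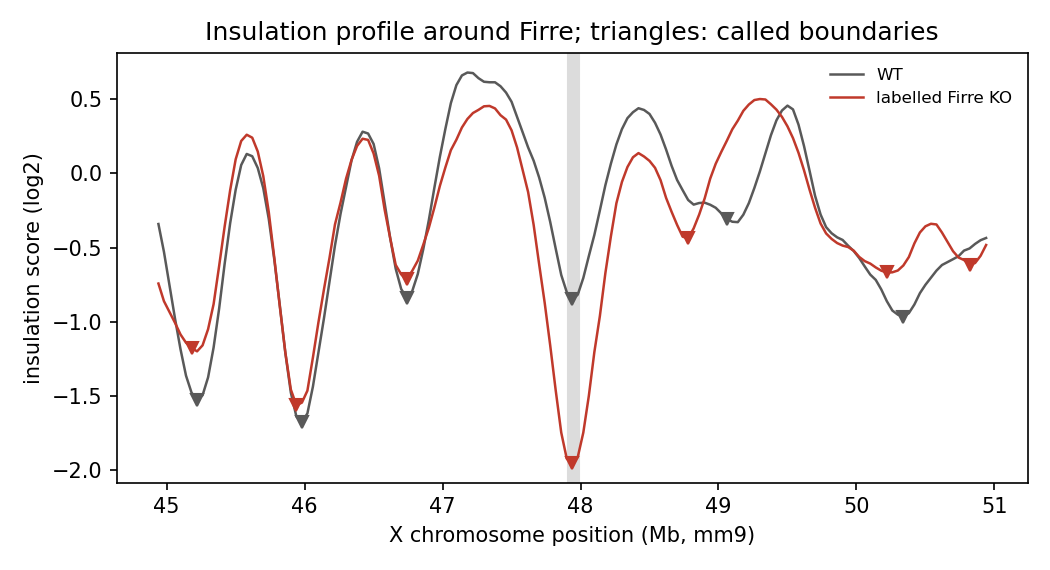
Insulation score (y axis, log2) along the X chromosome around Firre (x axis, Mb in mm9) in WT and the matrix labelled Firre KO, with called boundaries as triangles and the deleted interval in grey. The score at Firre was -0.85 in WT and -1.95 in the matrix labelled Firre KO.

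Of the neighbouring boundaries, the proximal one, from 46720001 to 46760000, was called in the same bin in both matrices. Its strength was 1.87 in WT and 1.48 in the matrix labelled Firre KO, a difference of -0.39 (-1.22 to 0.44) that was within counting error. The distal one, from 49040001 to 49080000, had a strength of 1.10 in WT. No boundary was called within 80 kb of it in the matrix labelled Firre KO, where the nearest lay 280 kb away, from 48760001 to 48800000. Both neighbours were matched with a square of 960 kb and in uncorrected read pairs. Only 1 was matched in uncorrected read pairs with the plain mean of the square, and in every other setting in which both were checked. Among the shared X chromosome boundaries in the stronger part of WT, the others with the largest strength differences lay at 71640001, with 1.40 in WT and 2.71 in the matrix labelled Firre KO, and at 97760001, with 2.22 and 0.95.

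Along the X chromosome, 125 boundaries were called in WT and 127 in the matrix labelled Firre KO, and 52 of the WT boundaries (41.6%, 33.3% to 50.4%) were shared within 1 bin, where circular shifts gave 9.15%. The share was 15.2% when the same bin was required. On the autosomes 999 of 2202 boundaries were shared (45.4%), from 36.4% on chromosome 7 to 57.1% on chromosome 19. Parts of the same matrix shared 63.2% in WT and 57.6% in the matrix labelled Firre KO, and parts of different matrices shared 34.5%. The insulation profiles of the X chromosome correlated with a Pearson's r of 0.714 and a Spearman's rho of 0.691 across 3462 bins, which are not independent replicates. The autosomes had r from 0.776 on chromosome 1 to 0.842. In uncorrected read pairs with the plain mean of the square, an alternative chosen after the results were seen, r was 0.900. Parts of the same matrix correlated with r of 0.874 in WT and 0.882 in the matrix labelled Firre KO, and parts of different matrices with 0.647. Parts of the same matrix were built with the same weights, so they share any error in them, unlike parts of different matrices. Neither the gap in r nor that in shared boundaries therefore measures counting error alone.

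Contacts between the TADs on each side of the Firre boundary, from 46760001 to 47920000 and from 47960001 to 49040000, were compared to ask whether they crossed the boundary more often. Over 702 bin pairs, the mean of observed over expected contacts was 1.22 in WT and 0.360 in the matrix labelled Firre KO, a log2 ratio of -1.76 (-1.99 to -1.54). None of the 112 other pairs of adjacent X chromosome TADs had a ratio as low, and Firre lay at the 0.841 percentile of 2140 autosomal pairs. The log2 ratio was -0.06 (-0.19 to 0.09) within the proximal TAD and -0.15 (-0.27 to -0.03) within the distal TAD. The size of the ratio across the boundary depended on its definition, and fixed windows of 480 kb moved it most, to -0.93. The distal value changed sign under 2 alternatives, with 0.033 in fixed windows and 0.020 as a ratio of sums.

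**Figure D3:**
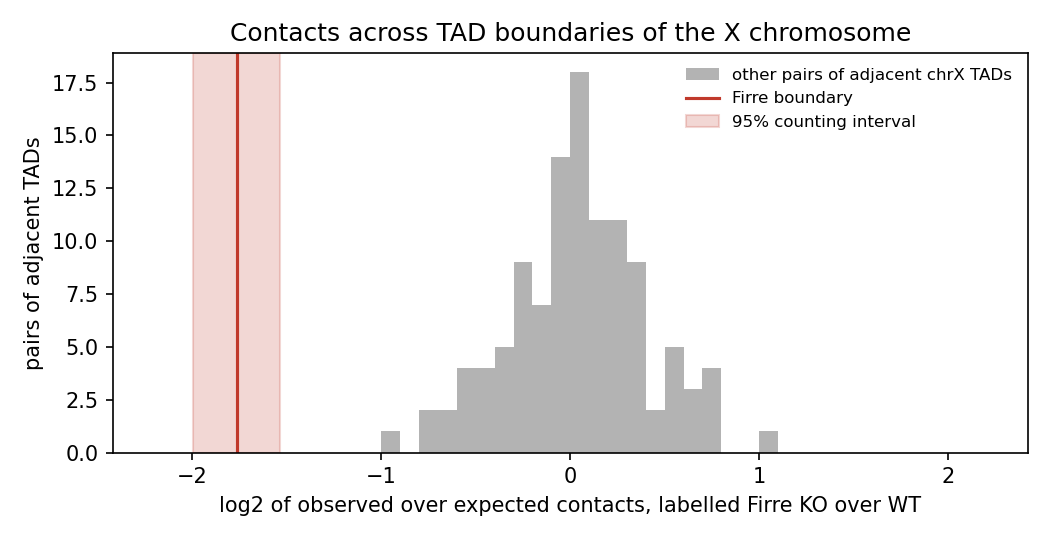
Number of pairs of adjacent X chromosome TADs (y axis) by the log2 ratio of observed over expected contacts between them, the matrix labelled Firre KO over WT (x axis). The red line marks the Firre boundary at -1.76 with its 95% counting interval, below all 112 other pairs.

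The matrices also differed at long distances. Of the corrected contacts within the X chromosome, 38.9% in WT and 43.2% in the matrix labelled Firre KO spanned more than 2 Mb. On the autosomes the order was the other way, with 36.4% and 33.4%.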

Values the study reported

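The study reports that the deletion between the insertion sites at X chromosome positions 47908463 and 47990294 (mm9) removed about 82 kb, and that the Firre gene body harbors about 15 CTCF sites on average. It reports that the Firre boundary was preserved in Firre KO mESCs and that the inter-TAD interaction frequency was not higher in them.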

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

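The count of read pairs in the deleted bins was planned, and the other tests in this part were chosen after the values were seen. The signals below come from read pairs outside the comparisons of the report, namely read pairs between chromosomes and the dosage of the X and Y chromosomes, and none has a replicate.

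Relative to the autosomes, the matrix labelled Firre KO had 1.58 times as many X chromosome read pairs between chromosomes as WT. The ratio was 1.61 for read pairs between bins of the X chromosome and 1.43 within bins. Single autosomes ranged from 0.900 to 1.09 for read pairs between chromosomes. The Y chromosome was compared over the 17 bins kept in both matrices, while the WT matrix kept 29. Bins filtered only from the matrix labelled Firre KO thus do not enter the Y chromosome ratio. The ratio was 0.654 (0.622 to 0.687) for read pairs between chromosomes, 0.399 (0.366 to 0.435) between Y chromosome bins and 0.511 (0.439 to 0.595) within bins. Both matrices carry the label male, for which the X chromosome would have the same dosage in both.

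Against autosomal bins of like GC content and HindIII sites, the ratio remained at 1.49, so these properties did not account for it. A gain of only a part of the chromosome was not borne out either, since 17 blocks of 10 Mb ranged from 1.37 to 1.97. More ligation between chromosomes would not raise read pairs within the X chromosome, which were at 1.61. The X chromosome level against matched autosomal bins was 0.456 in WT and 0.681 in the matrix labelled Firre KO for read pairs between chromosomes, 0.386 and 0.611 between bins, and 0.435 and 0.654 within bins. A deficit in the WT matrix as the whole source is argued against by the latter matrix, whose lowest level, 0.611, lay above that of 1 X chromosome per 2 autosomal copies. A deficit in WT as a part of the ratio was not excluded. A candidate explanation is a mixture of XX and XY cells. From the X chromosome ratio, such a mixture predicts a Y chromosome ratio of 0.422 for read pairs between chromosomes, where 0.654 was measured. The predictions were 0.392 between bins and 0.568 within bins, which both fell inside the intervals of the measured values. Each kind used its own share of XX cells, 57.8% between chromosomes, 60.8% between bins and 43.2% within bins, while a mixture has 1 share. The shares of the other kinds would predict 0.422 or 0.392 within bins, both below the measured interval. With 17 Y chromosome bins and kinds of read pairs that disagree, a mixture cannot be told apart from a gain of the X chromosome together with a loss of the Y chromosome in some of the cells. The sex of the cells was thus not settled by these ratios, and the feeder cells that the methods describe for the Firre KO culture stay open as an untested source.

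The wholly deleted bin at Firre had 232 read pairs to other chromosomes in WT and 867 in the matrix labelled Firre KO, a ratio of 3.74. This was 1.76 times (1.52 to 2.04) the median of 145 X chromosome bins of like depth, of which 2 had a ratio as high. The bin thus had more read pairs where the label predicts none.

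For the presence of read pairs over the deleted interval, several explanations were weighed. If every cell carried the deletion, the bin would be near 0 against bins of like depth, where its ratio was 0.914. A swap of both matrices would leave the WT matrix near 0, where it had 1550 read pairs. If XY cells with the deletion were mixed with XX cells that carry Firre, the ratio would be 0.756 between bins, 0.603 within the bin and 0.732 between chromosomes. The measured ratios were above these for all X chromosome contacts of the bin, with a lower bound of 0.843, and between chromosomes, at 1.76. Within the bin, the ratio of 0.817 (0.640 to 1.04) was above 0.603. The prediction of 0.603 used the share of XX cells from read pairs within bins. The interval includes 0.732 and 0.756, which used the shares of the other kinds. Contacts within 1 Mb gave 0.703 (0.617 to 0.801), an interval that includes 0.756. Since the kinds of contact disagree, such a mixture cannot be told apart from cells that all carry Firre. The lower insulation score at the bin may also have lowered its contacts within 1 Mb. If all reads in the bin came from elsewhere in the genome, its contacts would not favour nearby sequence, but 33.0% of its X chromosome contacts lay within 1 Mb. The share was below that of all 32 bins of like depth in both matrices, with 48.4% in WT against their median of 65.8%, and a median of 60.9% in the matrix labelled Firre KO. Some reads from elsewhere may be present and were not excluded. The 93 read pairs between the deleted bins are consistent with cells that carry the locus. Whether that reflects the cells, the culture, the label or the file cannot be read from the matrices.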

How the results depend on the processing

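The alternatives with uncorrected read pairs and the plain mean together, with bins kept in both matrices only, and with a ratio of sums were chosen after the results were seen, as was the placing of the intervals about the measured values. Of 90 alternatives, 64 stayed within the interval of the value reported, and 22 were counted as moved. The other 4 changed the sign of a value whose interval excluded 0. The 64 include some that could not move a value. The delta span does not enter the insulation score or the correlation. Shortening the distance of pairs that span the deletion does not enter contacts within a TAD. The 22 include both alternatives for the share of contacts within chromosomes, which has no interval. One of these, in uncorrected read pairs, was -20.48 percentage points against -20.51 as reported, so that label marks a very small difference. With the percentiles of the draws in place of intervals set about the measured values, the counts were 50, 36 and 4, so the number that moved depended on that choice. The causes of the moves below were not tested unless stated.

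All 11 alternatives for the strength difference at Firre had the sign reported (0.66 to 2.56). So did all 12 for the insulation difference (-2.69 to -0.49), although the delta span does not enter the latter. The square of 960 kb moved them to 2.56 and -2.69, lowered the boundary overlap to 25.0% and gave a correlation of 0.682. The overlap was 15.2% in the exact same bin. The correlation was 0.676 with a square of 240 kb, 0.855 in uncorrected read pairs, 0.734 over bins kept in both matrices, and 0.900 in uncorrected read pairs with the plain mean. The proximal boundary was weaker in the matrix labelled Firre KO under all 11 alternatives.

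All 8 alternatives with a value gave fewer contacts across the Firre boundary in the matrix labelled Firre KO. The log2 ratio was -2.16 in balanced values as deposited, -1.46 after scaling to the same X chromosome total, -1.48 with TADs from the boundaries of the matrix labelled Firre KO, -0.93 in fixed windows and -1.38 as a ratio of sums. The median over bin pairs gave no value. Within the proximal TAD the ratio was -0.97 as deposited, -0.26 after scaling and 0.092 as a ratio of sums, and 3 of 9 alternatives had the other sign, where the interval of the value reported included 0. Within the distal TAD it was -1.05 as deposited, -0.34 after scaling and -0.016 with the other TADs, and it reversed to 0.033 in fixed windows and 0.020 as a ratio of sums. The values as deposited also carry the lower share of contacts within chromosomes in the matrix labelled Firre KO.

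That share differed by -20.5 percentage points in uncorrected read pairs as well, and by -21.6 from 80 kb. The ratio over the deleted bins reversed to 0.44 as a share of all read pairs within chromosomes and to 1.02 for read pairs between chromosomes. The higher X chromosome dosage of the matrix labelled Firre KO, 1.61 and 1.58 times that of WT, enters both of these shares and not the one reported. Dosage was not the whole source of the second reversal. Against X chromosome bins of like depth, the ratio for read pairs between chromosomes was 1.76 (1.52 to 2.04) at the wholly deleted bin. At the next bin it was 1.26 (1.08 to 1.46).

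No paired analysis was possible because the libraries of each group are pooled in 1 matrix, which also ruled out leaving out 1 library. At the lower depth of random parts of the matrices, the strength at Firre differed by -3.09 to 3.02 between parts of the matrix labelled Firre KO and by 1.47 to 4.40 between parts of different matrices.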

Other observations

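Thinning and the plain mean at Firre were chosen in advance, and the other tests in this part were chosen after the values were seen.

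The insulation score at Firre was lower in the matrix labelled Firre KO. Thinning the deeper matrix left a difference of -1.06, so depth did not account for it. With the plain mean of the square, which moved little in the Poisson draws, the difference was -0.54 (-0.87 to -0.29), so the interquartile mean enlarged it without being its only source. The median difference over 125 X chromosome boundaries was 0.074 with an SD of 0.41, and Firre was the lowest. Contacts across the 112 other pairs of adjacent TADs had a median log2 ratio of 0.047 with an SD of 0.36, against -1.76 at Firre. These values argue against a change shared along all of the X chromosome as the source of the difference at Firre. The score is relative to the mean of the chromosome, so a uniform change of the chromosome would not show in it. Since read pairs of the locus were present in the matrix labelled Firre KO, none of this can be read as a deletion effect. A difference in culture or in cell line stays open as untested.

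Boundaries on the autosomes were stronger in the matrix labelled Firre KO, with a median strength of 1.74 against 1.12 in WT, while the X chromosome medians were 1.09 and 1.15. Thinning WT to the depth of the other matrix closed 2.72% of the gap, so depth was not its source. With the plain mean of the square the medians were 1.41 and 0.91, so the interquartile mean was not its source either. The cause of the difference, and of the difference between autosomes and the X chromosome, was not tested further.

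Contacts between Firre and Dxz4 were counted because the study reports them to differ by sex in fibroblasts. In a window of 3 bins by 3 bins there were 3 read pairs in WT and 8 in the matrix labelled Firre KO, which placed the latter at the 98.2 percentile of 2469 windows at like distance. In a window of 7 by 7 bins the counts were 4 and 10, and the percentile in the matrix labelled Firre KO was 87.9, with 320 of 2635 windows as high. With so few read pairs, an enrichment cannot be told apart from chance.

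Contacts across Dxz4 were compared with those across other positions of the X chromosome, because a boundary there is a feature of the inactive X chromosome. The observed over expected value across Dxz4 was 0.748 in WT and 0.687 in the matrix labelled Firre KO, at the 1.40 and 0.427 percentiles of all positions. The dip was thus present in both matrices. In the matrix labelled Firre KO, the lowest of 3279 positions, 0.668 at 72600001, lay within 480 kb of Dxz4, while in WT the lowest lay at 105560001. The difference between the matrices at Dxz4 lay at the 21.1 percentile. These values point different ways, so whether the matrix labelled Firre KO holds a share of inactive X chromosomes stays open.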
